# Identification and Classification of New Transcripts in Dorper and Small-Tailed Han Sheep Skeletal Muscle Transcriptomes

**DOI:** 10.1371/journal.pone.0159638

**Published:** 2016-07-19

**Authors:** Tianle Chao, Guizhi Wang, Jianmin Wang, Zhaohua Liu, Zhibin Ji, Lei Hou, Chunlan Zhang

## Abstract

High-throughput mRNA sequencing enables the discovery of new transcripts and additional parts of incompletely annotated transcripts. Compared with the human and cow genomes, the reference annotation level of the sheep genome is still low. An investigation of new transcripts in sheep skeletal muscle will improve our understanding of muscle development. Therefore, applying high-throughput sequencing, two cDNA libraries from the biceps brachii of small-tailed Han sheep and Dorper sheep were constructed, and whole-transcriptome analysis was performed to determine the unknown transcript catalogue of this tissue. In this study, 40,129 transcripts were finally mapped to the sheep genome. Among them, 3,467 transcripts were determined to be unannotated in the current reference sheep genome and were defined as new transcripts. Based on protein-coding capacity prediction and comparative analysis of sequence similarity, 246 transcripts were classified as portions of unannotated genes or incompletely annotated genes. Another 1,520 transcripts were predicted with high confidence to be long non-coding RNAs. Our analysis also revealed 334 new transcripts that displayed specific expression in ruminants and uncovered a number of new transcripts without intergenus homology but with specific expression in sheep skeletal muscle. The results confirmed a complex transcript pattern of coding and non-coding RNA in sheep skeletal muscle. This study provided important information concerning the sheep genome and transcriptome annotation, which could provide a basis for further study.

## Introduction

As one of the most important meat production animals worldwide, sheep have always held an important position in animal husbandry. Therefore, enhancing the understanding of the regulatory mechanism of muscle growth in sheep and identifying genes that regulate the growth of skeletal muscle are of great significance. However, compared to the more comprehensively studied human [1], mouse [2], maize [3] and cow [4] transcriptomes, sheep transcriptomic research remains at a low level. Recently, with the development of whole-transcriptome sequencing, several studies have been undertaken to research the regulation in various specific sheep tissues in diverse researches [5–11]. However, to our knowledge, most of these high-throughput mRNA sequencing (RNAseq) studies have neglected to explore the unannotated transcripts in sheep.

RNAseq makes it possible to reveal the expression profiles underlying phenotype, metabolic and physiological changes and different stages of development and environmental impacts at single-base resolution [4]. Another important capacity of RNAseq is the revelation of unannotated transcriptional activity. By identifying massive novel transcripts, we can find new gene loci (protein coding and noncoding) and can complement the structure of the known genes [12–14].

In our previous study, to obtain an accurate map of annotated transcripts together with their expression in sheep skeletal muscle, high-throughput sequencing was applied to construct two cDNA libraries from the biceps brachii of small-tailed Han (SH) sheep and Dorper (DP) sheep, and whole-transcriptome analysis was performed to describe the comprehensive transcript catalogue of this tissue [15,16]. Dorper sheep are a South Africa breed with good muscle conformation to produce a desirable carcass. They have a flat back and wide waist, and their legs are short and thin. While the small-tailed Han sheep, with long, strong limbs and an elliptical fanshaped tail, are indigenous breed in China that provide good flavored meat and are rich in fat. Dorper sheep are famous as a meat-producing breed for their rapid muscle growth, while small-tailed Han sheep have a higher mean litter size (2.61) [17] than Dorper sheep (1.45 to 1.60) [18]. The results of our previous study were analyzed to report differentially expressed genes, alternative splicing, coding single-nucleotide polymorphisms (cSNPs) and new transcription units [15,16]. However, the dataset of unannotated new transcripts still lacks accurate identification and annotation. Furthermore, recent updates to the sheep genome and gene annotation have reduced the reference value of the results of the original new transcript analysis, which not only led to wasted data but also hindered the in-depth understanding of the regulation of skeletal muscle. Accordingly, we decided to reanalyze the sequencing data to find new transcripts. The functions of these transcripts are largely unknown, although there is increasing evidence that new transcripts play key roles across diverse biological processes, with an emerging theme of interfacing with epigenetic regulatory pathways [19, 20]. Thus, the sheer number and increasing pace of discovery of new transcripts are accompanied by the growing challenge of their definition and annotation [21]. We believe that these newly identified transcripts lacking annotation information in the reference sheep genome might play important roles in the complex regulatory processes of sheep skeletal muscle.

In this study, to describe the comprehensive transcript catalogue of sheep skeletal muscle, we focused on the identification of new transcripts expressed in this tissue, including protein-coding RNA and non-coding RNA. Using RNAseq and bioinformatics analyses, a group of new transcripts was identified and underwent detailed classification. This study of new transcripts will provide important information concerning the sheep genome and transcriptome annotation and will provide a basis for our future work on sheep skeletal muscle.

## Materials and Methods

### Ethics Statement

All animal experiments were approved by the Institutional Animal Care and Use Ethics Committee of Shandong Agricultural University (Permit Number:2004006) and performed in accordance with the “Guidelines for Experimental Animals” of the Ministry of Science and Technology (Beijing, China). All surgery was performed according to recommendations proposed by the European Commission (1997), and all efforts were made to minimize suffering.

### Sampling, library preparation and sequencing

Healthy 11-month-old Dorper and small-tailed Han ewes were obtained from the Linqv Huanong Sheep Farm (Weifang, Shandong, China). The appearance and shape of the sheep completely conformed to their varietal characteristics [22]. The selected sheep are healthy individuals with moderate weight. All of the sheep were raised under the same conditions of free access to water and food in natural lighting. The fresh biceps brachii tissue samples from the sheep were collected immediately after a quickly slaughter, cut into pieces of 3g and quickly placed into liquid nitrogen, and then the tissue blocks were stored at -80°C for long term preservation until use. More details of animals selection, biceps brachii collection, construction of cDNA libraries and sequencing were described as previous reports [15]. The deep sequencing data obtained were deposited in the GEO database with the accession number GSE43316.

### Mapping and annotation

Using Bowtie [23], SAMtools [24] and TopHat [25], we mapped our reads to the sheep reference genome v3.1 (ftp://ftp.ncbi.nlm.nih.gov/genomes/Ovis_aries/). Assembled reads were annotated with the NCBI reference annotation (release 101, ftp://ftp.ncbi.nlm.nih.gov/genomes/Ovis_aries/GFF/) using Cufflinks [26]. The resulting individual transcripts were merged to form a single transcript assembly with Cuffmerge. The merged transcript was applied for locus and transcript quantification using Cuffdiff. To obtain the unannotated transcripts, the known transcripts were filtered out with Cuffcompare. Transcripts with class code u were detected as unannotated new transcripts.

### Protein coding potential prediction

The Coding Potential Calculator (CPC, version 0.9-r2) [27] was applied to distinguish coding and non-coding transcripts from our datasets. To achieve higher reliability for the coding potential prediction, two protein databases (UniRef90 and NCBI nr) were applied separately with CPC prediction. Furthermore, to reduce the arbitrariness of the threshold for this program, the same cut-off values used by R Weikard et al [4] were adopted as our threshold.

### Comparative sequence analysis

To identify transcripts that were already annotated in other species or related to known genes, BLASTN (v2.2.26+, e-value = 1e-10) and several manual approaches were applied for comparative sequence analysis.

First, using BLASTN, we compared our transcripts to the NCBI Refseq database (human, cow and sheep), UTRdb [28] (human only) and Gnomon (sheep only) to find highly similar sequences. The criteria for comparative analysis were defined as follows: sequence mapping identity ≥75% in a covered region ≥100 nt for human, sequence mapping identity ≥90% in a covered region ≥100 nt for cow, and sequence mapping identity ≥95% in a covered region ≥100 nt for sheep.

The comparison results were then manually processed for detailed classification. For this purpose, transcripts with accepted hits were further analyzed to examine the information on current annotation status, exon structure, position on chromosome, nearest neighbor gene and protein coding potential. The results of sequence similarity analysis could only be accepted when the new transcripts showed similar structures and were located on orthologous chromosome areas between the two species with acceptable BLAST results.

### LncRNA identification

The identification of long non-coding RNA (lncRNA) was performed using the lncRNA identification pipeline, lncRNA Finder [3], which was released in the GitHub Repository (https://github.com/caulilin/lncRNA_Finder), to detect different types of lncRNAs. The putative lncRNA transcripts were further analyzed as described below.

In the first step, transcripts smaller than 200 nt were excluded from our dataset. Then, all transcripts encoding complete open reading frames (ORFs) of more than 100 aa were excluded from our dataset. The remaining transcripts were aligned to the Swiss-Model database [29] to eliminate transcripts with potential protein-coding capacity (cut-off E-value < = 0.001). Finally, to rule out housekeeping lncRNAs and microRNA (miRNA) precursors, putative lncRNAs were aligned to housekeeping lncRNA datasets, including the tRNA datasets downloaded from the Genomic tRNA Database (http://gtrnadb.ucsc.edu/download.html), rRNA collected from GenBank, and miRNA datasets downloaded from miRBase (http://www.mirbase.org/cgi-bin/mirna_summary.pl?org=oar) [30]. Potential lncRNAs that showed significant (e-value = 1e-10) mapping identity with housekeeping lncRNAs and miRNAs were filtered out from our dataset of lncRNA. Potential lncRNAs showing no significant alignment with miRNA were detected with high confidence as lncRNA.

### Validation of transcripts using RT-PCR

The RT-PCR primers used for validation were designed according to the sequences of selected identified transcripts using Primer Premier 5.0 (Premier, Canada). Primer sequences are given in Additional file 1. The cDNA was synthesized by using Primerscript RT reagent Kit (TaKaRa) with 1 μg of total RNA. The PCR amplification was carried out using 1.5μl of cDNA as the template, 12.5 μl of 2× PCR MasterMix (Tiangen), 0.5 μl primers (0.5 μmol each), and RNase-free dH_2_O to a final volume of 25 μl. After a 5 min denaturation at 94°C, PCR was performed for 30 cycles. Each cycle consisted of 94°C for 30 sec, 60°C for 30 sec, and 72°C for 30 sec, followed by a 72°C elongation for 5 min and 5 μl of each PCR product was analyzed using a 1% agarose gel. The primers of the housekeeping gene GAPDH used for the loading control are described in (S1 Table).

## Results

### Mapping and annotation of the transcripts identified in sheep skeletal muscle

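Biceps brachii mRNA of 11-month-old Dorper (DP) and small-tailed Han (SH) ewes was sequenced as 1 library per breed. With 1 library per breed, no difference between DP and SH given beside the results has a replicate check, and each describes these 2 libraries. For every annotated gene the authors deposited the number of uniquely mapped reads, the gene length, the percentage of the gene covered by reads and the RPKM (reads scaled to gene length and to the reads of the library). The unique reads on genes added up to 16656621 in DP and 20329585 in SH, and each RPKM was computed by the authors on these totals. With these totals, 1 read on a gene of 1000 bp was worth an RPKM of 0.0600 in DP and 0.0492 in SH. The 10 genes with the most reads held 31.4% of the reads in DP and 37.2% in SH, and the gene ENSBTAP00000012797-D3 alone held 6.96% and 11.7%. The deposited tables name genes by cattle Ensembl protein identifiers (6351 genes), human Ensembl protein identifiers (5996 genes) or gene predictions (1943 genes), with no gene names. These are not the identifiers of the NCBI annotation named in the methods, so numbers of genes from these tables and numbers of gene loci in the text are of different gene sets. From these files the genes with reads were counted, and the log2 ratio of SH over DP was taken from the RPKM. Intervals cover counting error only.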

After mapping, annotating and sorting reads, more than half (69.3 million) of the total reads (103.1 million) could be mapped to the reference sheep genome (DP, with 69.38% alignment, higher than SH, with 65.07%). 

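The deposited gene tables list the genes with at least 1 unique read, which were 13488 genes in DP and 13563 genes in SH. The median number of reads per listed gene was 110.5 in DP and 125 in SH. Which library had more genes depended on how a gene was counted as detected. At least 10 reads were found on 10974 genes in DP and 11141 genes in SH, whereas an RPKM of at least 0.1 was reached by 12872 genes in DP and 12805 in SH. An RPKM of at least 1, the alternative with the lowest numbers, was reached by 10108 genes in DP and 10091 in SH. When the SH reads were thinned to the DP depth, a check chosen after the data were seen, 13448 genes were expected with at least 1 read in SH.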

Over half of the total reads (DP, with 53.65% alignment, lower than SH, with 56.34%) could be mapped to the reference genes (14,124 gene loci in DP and 13,928 gene loci in SH), while the unannotated genome region mapped reads were assembled into new transcripts (8,064 transcripts in DP, 6,368 transcripts in SH). Compared with our previous report [15], the genome matching rate was slightly decreased while the reference gene matching rate and gene loci number were increased (S1 Fig).

After transcript merging, 40,129 co-expressed unique primary muscle transcripts were ultimately assigned to the sheep genome. 

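Reads were present in both libraries on 12761 of the 14290 annotated genes listed in either one. A further 727 genes had reads in DP only and 802 in SH only. The genes seen in one library had a median of 2 reads in DP and 2 in SH, and 547 of those seen in DP and 593 of those seen in SH had at most 3 reads. At least 10 reads, with none in the other library, were found on 47 genes in DP and 43 genes in SH. At an RPKM of at least 1 in both libraries, 9640 genes were counted.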

A total of 36,662 transcripts (91.36%) were mapped to 12,918 known gene loci annotated in the reference sheep genome. Among them, 22,008 (54.84%) transcripts were classified as known transcripts of annotated genes, and 14,654 transcripts (36.52%) were assigned to known transcript regions. A total of 3,467 transcripts (8.64%) had not been annotated in the reference sheep genome. In this study, we focused our attention on the identification and classification of these unannotated new transcripts, as transcripts with clear annotations were not the focus of this study. For this purpose, the dataset of 3,467 new transcripts (S2 Table) without annotation was adopted for further analysis.

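The expression values of the new transcripts are the FPKM that the paper gives in its supplementary tables. Of S2 Table, 766 of the 3411 rows were used here, and the rest of the table was not analysed here. In these rows, the FPKM of single-exon transcripts rose in steps that gave the number of fragments behind each value. The FPKM equalled the number of fragments multiplied by 2698.5 in DP, or 2906.1 in SH, and divided by the transcript length less 191.7 bp in DP, or 192 bp in SH. Among single-exon transcripts of at least 300 bp with an FPKM above 0.01, which is the value the tables hold in place of 0, a whole number of fragments within 0.1 was obtained for 663 of 665 in DP and for 640 of 641 in SH. On a transcript of 1000 bp, 1 fragment was worth an FPKM of 3.34 in DP and 3.60 in SH, which is 55.6 and 73.1 times what 1 read was worth as RPKM on an annotated gene of that length. The FPKM of new transcripts and the RPKM of annotated genes are therefore on different scales, and only ratios within each scale were compared.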

Among the new transcripts, only 203 transcripts show multiple exon structures (from 2 to 23), while the other 3,271 transcripts consist of single exons. The sizes of the new transcripts mapped in the reference sheep genome ranged from 92 to 14,775 bp, with an average length of 1172 bp, which is much higher than the average length of 343 bp in our previous report [16]. Most of these new transcripts had sizes distributed between 500 bp and 2 kb (Fig 1). The highest numbers of new transcripts were detected on sheep chromosomes 1 and 3, which are also the longest chromosomes (Fig 2). However, the densest transcript distribution areas were on chromosomes 11 and 12, which may indicate that the new transcripts were not uniformly distributed among the chromosomes (Fig 3).

**Fig 1:**
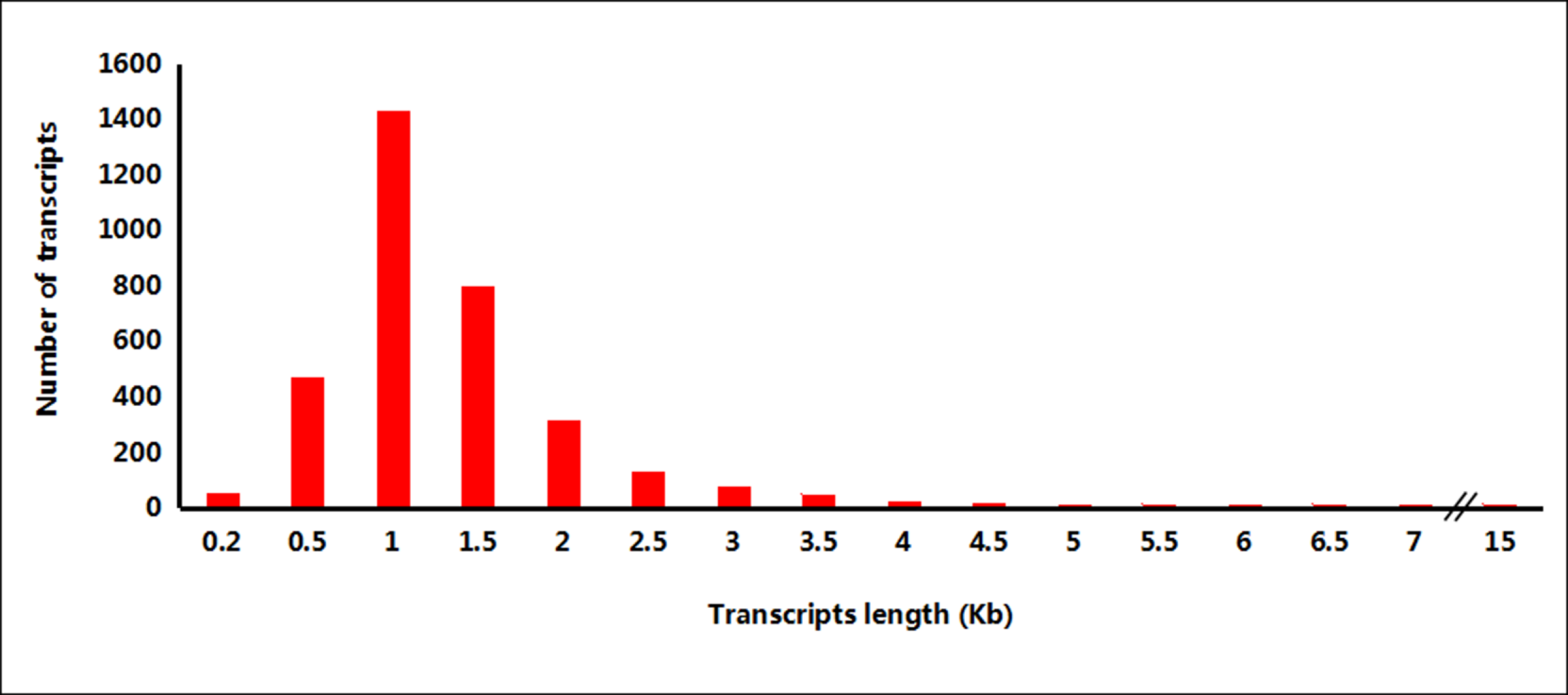
Length variation and number of new transcripts detected in sheep biceps brachii.

**Fig 2:**
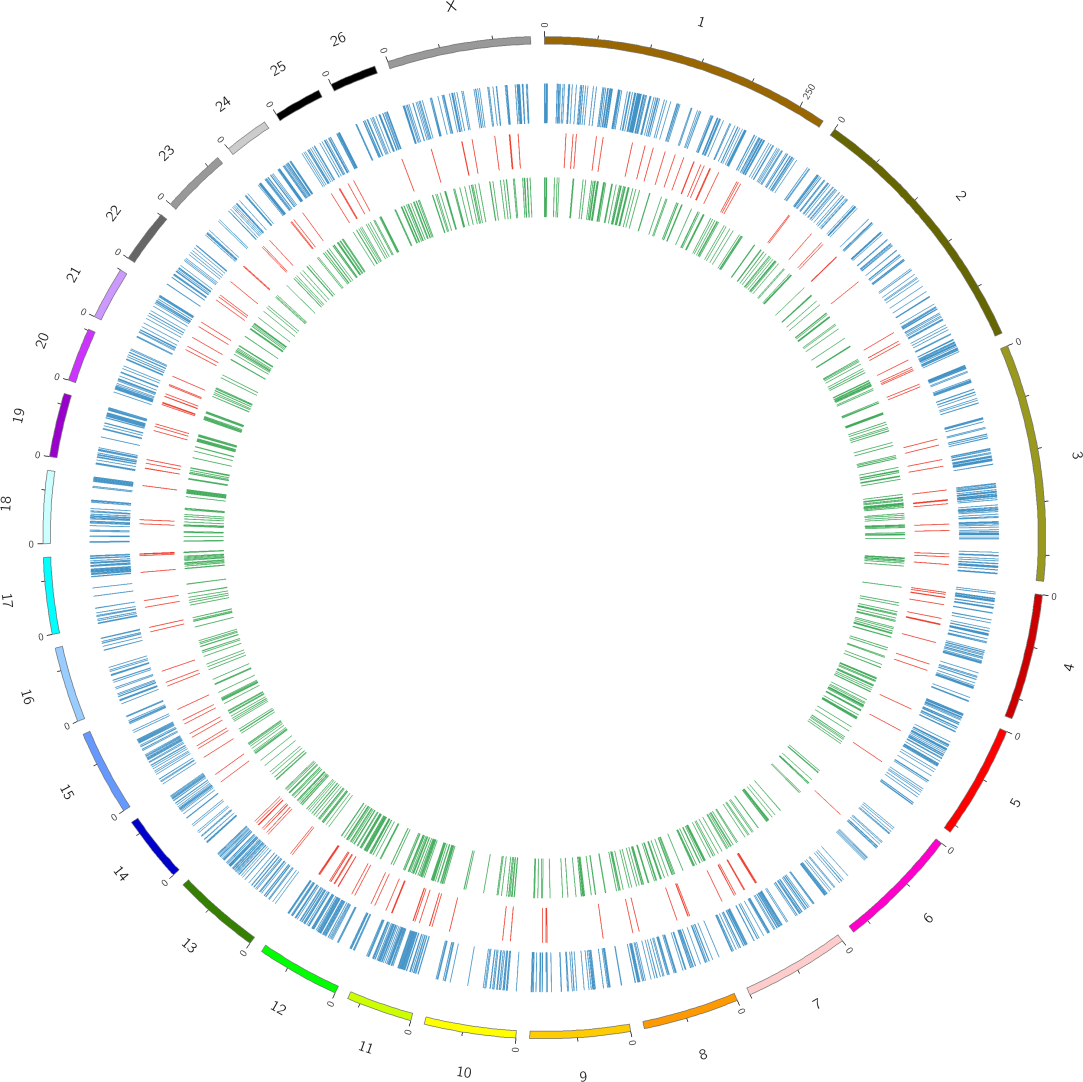
Intuitive map of new transcripts on sheep chromosomes. Chromosomes are shown in different colors in the outermost circle, and the innermost circles show the distribution of each transcript. Blue: Distribution of all new transcripts. Red: Distribution of transcripts with comparative sequence analysis results. Green: Distribution of lncRNA transcripts.

**Fig 3:**
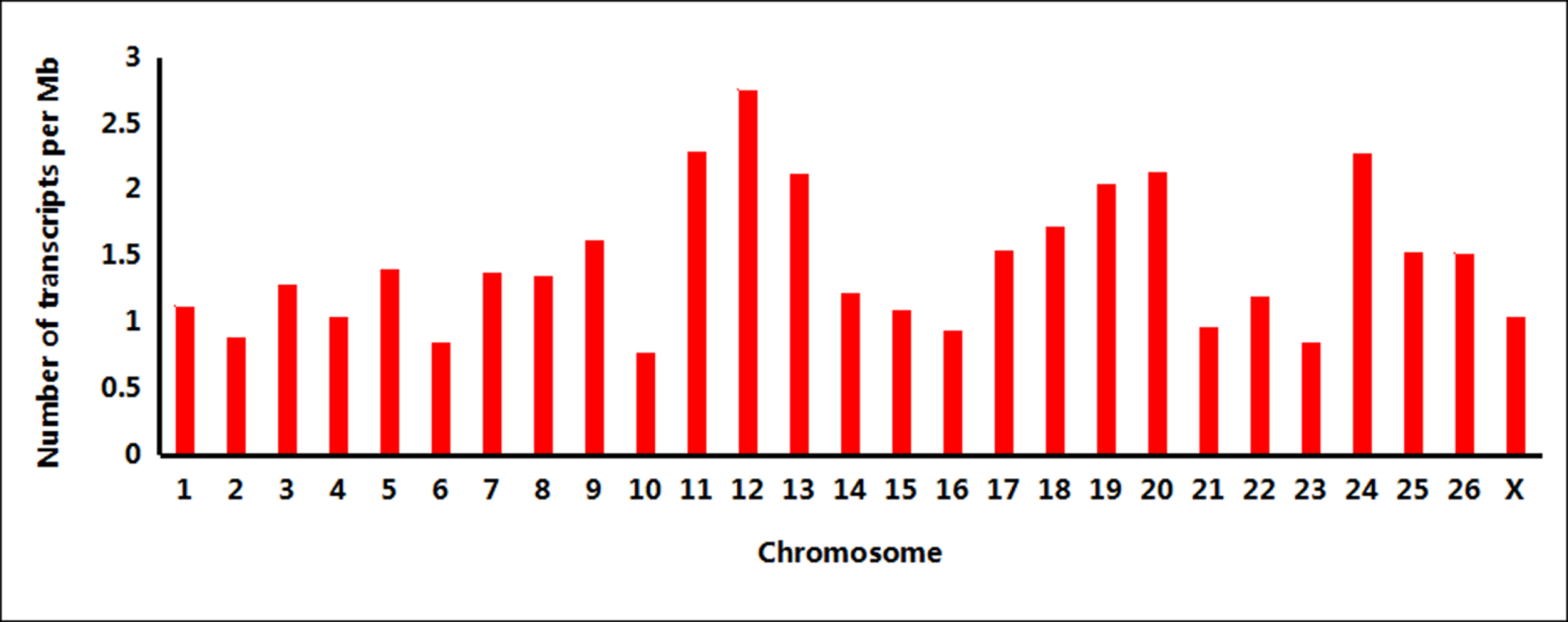
Number of new transcripts per Mb per chromosome. Distribution density of new transcripts on 26 sheep autosomes and the X allosome are shown.

The highest average expression levels of new transcripts with a size >160 bp were observed on chromosomes 1,3,10, 17 and 21 (Fig 4). Differences in average expression levels of new transcripts between SH and DP were found on chromosomes 5,10,16,17, 25 and 26. 

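The S2 Table rows used here hold 64 transcripts of over 160 bp on chromosome 25, and it is not known whether they are all those of the chromosome. Their average FPKM was 187 in DP and 500 in SH, while the medians were 50.3 and 50.2. A single transcript, TCONS_00002108, of 302 bp and chosen after its values were seen, had an FPKM of 6258 in DP and 26258 in SH. Without this transcript the averages on chromosome 25 were 91.0 in DP and 91.3 in SH. On chromosome 26, the 62 transcripts had averages of 97.0 in DP and 55.6 in SH and medians of 59.6 and 42.3. Without the transcript with the highest FPKM on chromosome 26, the averages were 87.9 and 54.1. The transcripts of chromosomes 5, 10, 16 and 17 were not analysed here.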

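In the S2 Table rows used here, 469 of 766 new transcripts had an absolute log2 ratio of at least 1 between DP and SH, of which 274 were lower and 195 higher in SH. The same criterion, with 0 replaced by 0.01 as in the supplementary tables, was applied to the annotated genes of the same libraries. Of 14290 annotated genes, 4059 (28.4%) had an absolute log2 ratio of at least 1, of which 2147 were lower and 1912 higher in SH. In 1504 of these genes, one of the libraries had 0 reads. At equal expression in the libraries, read counting alone was expected to give 1709 such genes. The share past the criterion fell with depth, from 77.1% of the 2372 genes with fewer than 10 reads in the 2 libraries together to 11.0% of the 8634 genes with at least 100. A pseudocount of 1 moved the number of genes most, to 972. The criterion and an exact binomial test on the reads (Benjamini-Hochberg adjusted p under 0.05), which compares the 2 libraries and not the breeds, were both met by 1915 genes, 1083 lower and 832 higher in SH. Among the 6270 genes with an RPKM of at least 5 and at least 50 reads in both libraries, the largest decrease was that of ENSBTAP00000011047-D2, with 19623 reads in DP and 138 in SH (log2 ratio -7.44, 95% exact interval from -7.69 to -7.20). The largest increase was that of ENSP00000369111-D2, with 2438 reads in DP and 21368 in SH (log2 ratio 2.84, 95% exact interval from 2.78 to 2.91).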

Further differential expression analysis revealed 2199 differentially expressed transcripts (absolute value of FPKM log2 Ratio≥1) between DP and SH, while 1373 were down-regulated and 826 were up-regulated in SH (S2 Table). Since the first priority of this study is to classify all of the new transcripts, both of the differentially expressed transcripts and non-differentially expressed transcripts were accepted for further analysis.

**Fig 4:**
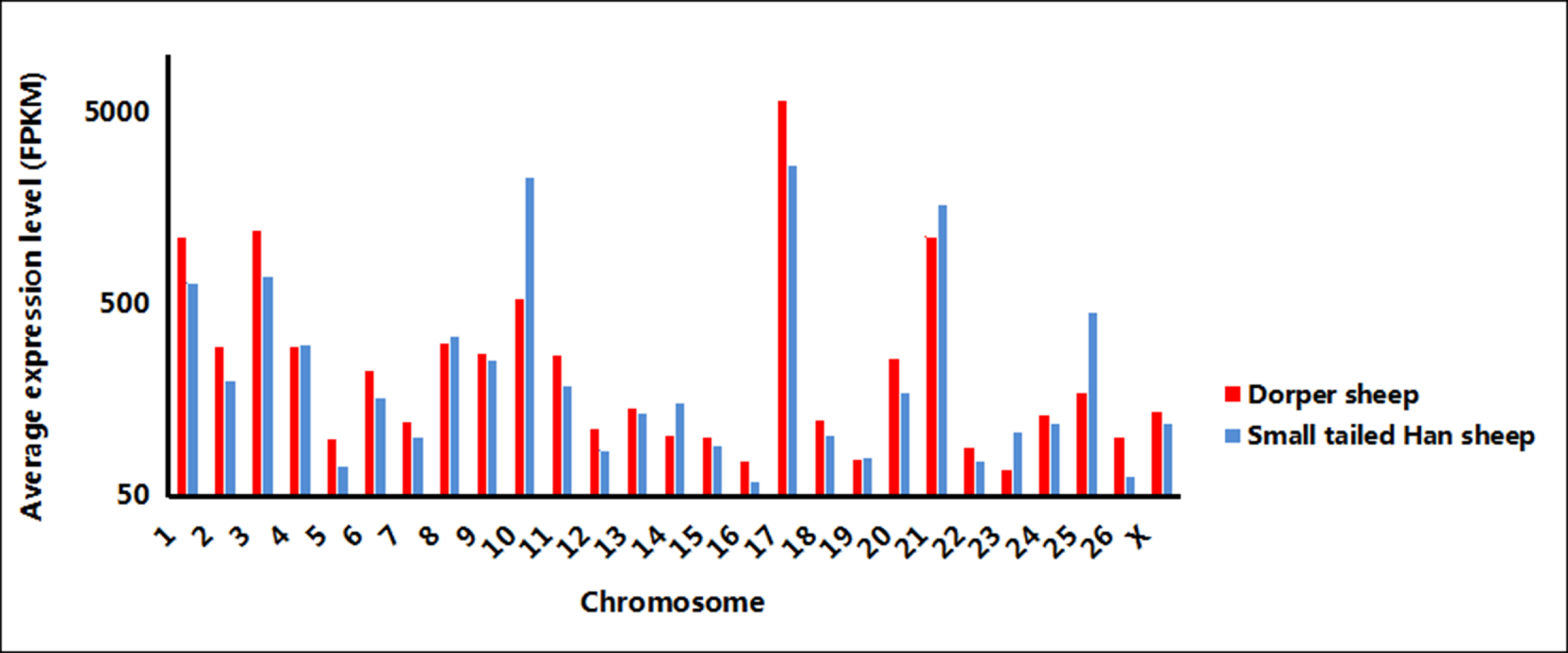
Average expression level per chromosome of new transcripts in Dorper sheep and small-tailed Han sheep. Red: Dorper sheep Blue: Small-tailed Han sheep FPKM: fragments per kb per transcript per million mapped reads.

### Classification of new transcripts based on their protein-coding capacity

According to recent research, non-coding RNAs, with multiple lncRNAs, have accounted for many of the new transcripts discovered in transcriptome studies. Thus, to distinguish between coding and non-coding RNA, with less well-defined species, considerations of genome alignment-based protein-coding prediction are very important for new transcript identification in sheep [21,31].

The new transcripts were used to screen for putative coding and non-coding RNAs. To predict the protein-coding potential of new transcripts in our dataset, we applied a support vector machine-based classifier, the CPC, to assess the protein-coding potential of new transcripts based on biologically meaningful sequence features. However, it must be noted that the database used for training and the threshold for this program are somewhat arbitrary [21]. To increase the reliability of the final classification results, our dataset of 3,467 new transcripts was screened for candidate transcripts using CPC based on two separate protein databases (UniRef 90 and NCBI nr). The results were only accepted when a transcript was assigned the same protein-coding capacity prediction in both databases.

A total of 2,156 new transcripts received concordant classification (Table 1). The intersection between the prediction results based on different databases revealed 151 potential protein-coding transcripts (S3 Table) and 2,005 potential non-coding transcripts (S4 Table). Moreover, the coding potential of the other 1,311 transcripts (S5 Table) that could not achieve consistent coding potential results between different selected databases were designated as unclear.

**Table 1:** Protein-coding potential prediction of new transcripts.

**Database for analysis**	**Coding**	**Noncoding**	**Ambigious**
UniRef90	223	2201	1042
NR	410	2216	840
Intersection	151	2005	1311

### Identification of new transcripts by comparative sequence analysis

Currently, the annotation level of the reference sheep genome remains poor compared to the human and cow genomes [1,4]. To identify the transcripts already annotated in other species or related to known genes, comparative sequence analysis was executed. However, a simple similarity result obtained by sequence alignment software could not be directly adopted. Gene and pseudogene families with high similarity might introduce high false-positive results. Upon manually processing the detailed classifications, the data on current annotation status, exon structure, position on chromosome and nearest neighbor genes were also used to improve the credibility of the comparative sequence analysis.

In the results of our analysis, 246 new transcripts displayed conserved interspecies or intraspecies sequence similarities (Table 2). Among them, 30 were predicted to be protein-coding transcripts, 137 were predicted to be non-coding transcripts, and the remaining 79 transcripts could not achieve consistent coding potential results. Of the 246 new transcripts with characterization results, a total of 86 are supported by evidence from ab initio sheep gene models predicted by the Gnomon algorithm.

**Table 2:** Comparative sequence analysis result of new transcripts.

**Differential type**	**Number of transcripts**	**Number of loci**
Incompletely annotated gene	94	83
UTR	49	42
Novel gene	50	28
LncRNA	40	39
Pseudogene	2	2
Unknown protein	11	11

Based on comparative sequence analysis, conserved gene structure hypothesis, and information on neighboring gene loci, 143 of the 246 new transcripts suggest the existence of additional exons or untranslated regions for 122 sheep genes that might be incompletely annotated in the reference sheep genome assembly, and 49 show similarity to untranslated regions (UTRs), which might belong to the incompletely annotated UTRs of 42 known genes. Furthermore, 50 new transcripts may represent 28 potential new sheep gene loci not yet annotated, and 40 new transcripts were considered to belong to 39 lncRNA loci. Additionally, 2 new transcripts could be assigned to 2 pseudogene loci. The other 11 new transcripts might represent 11 unnamed protein-coding gene loci. These 246 transcripts show uneven distribution on 27 chromosomes (Fig 2). Among them, 90 differentially expressed transcripts were detected between DP and SH, while 38 were down-regulated and 52 were up-regulated in SH. 

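Recomputed from the paper's FPKM, the share of transcripts with an absolute log2 ratio of at least 1 differed between the classes of S6 Table. It was 57.5% of the 40 lncRNA transcripts, of which 15 were lower and 8 higher in SH. It was 35.1% of the 94 transcripts of incompletely annotated genes, with 13 lower and 20 higher, 34.0% of the 50 transcripts of unannotated genes, with 6 lower and 11 higher, and 24.5% of the 49 transcripts of untranslated regions, with 2 lower and 10 higher. The differences between the classes were not tested. In 12 of the transcripts past the criterion, one library was at or under an FPKM of 0.01, and the FPKM in the other library lay between 26.1 and 467. Of the 150 genes named in S6 Table as unannotated, incompletely annotated or with a new untranslated region, 56 had a transcript past the criterion, and 45 were past it when the FPKM of their transcripts were summed. Another scaling shifts every log2 ratio by the same amount and so moves the numbers in each direction by construction. With log2 ratios centred on the median of transcripts above 0.01 in both libraries, which was 0.23, 49 transcripts were lower and 41 higher in SH. With the FPKM rescaled to the unique reads on genes, a scaling chosen after the data were seen that shifts each log2 ratio by -0.39, 54 were lower and 33 higher.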

The specific description of the comparative analytical results of the 246 transcripts is offered in (S6 Table).

### Classification of lncRNAs

After prediction based on protein-coding potential and comparative sequence analysis, the remaining 1867 uncharacterized new transcripts predicted to possess non-coding potential should represent putative non-coding RNAs (ncRNAs). Representing a major unexplored component of the genome [32], lncRNAs should account for a large proportion of putative ncRNAs. The functions of these lncRNAs remain largely unknown. Thus, we sought to identify a relatively comprehensive set of sheep lncRNAs from the dataset of putative ncRNAs.

The broad term lncRNA are defined as transcript >200 nt in length, does not contain a protein coding sequence, and distinguishing from short noncoding RNAs [33,34]. More than 95% of protein coding genes have ORFs of more than 100 aa [35]. In order to obtain a more reliable recognition result, only transcripts that meets the conditions of at least 200 bp in length and do not encode an ORF of more than 100 amino acids can be retained for further classification. It is also important to remove known classes of ncRNAs such as housekeeping lncRNAs and precursors of miRNA from our dataset [3,36]. In order to meet the above requirments, the lncRNA Finder was selected as our lncRNA identification pipeline.

Based on lncRNA Finder, a summary of the results is presented in Additional file 6, indicating that 315 transcripts (16.87%) were eliminated for not meeting the requirements of transcript size and ORF length. Furthermore, 17 transcripts (0.91%) showed sequence similarity to housekeeping lncRNAs, and 15 transcripts (0.80%) showed similarity to known protein domains. 

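The transcripts of S7 Table spanned at least 202 bp of the genome. Of these, 1517 have an open reading frame listed in the S4 Table rows used here (1999 of 2005), with a median length of 55 aa and a maximum of 304 aa, and the listed frame was longer than 100 aa in 135 transcripts. The S4 Table does not say whether a listed frame is complete. The median FPKM of the lncRNA transcripts was 57.8 in DP and 44.8 in SH. The number of fragments in both libraries was recovered for 1353 of the 1461 lncRNA transcripts that span at least 300 bp. Where a library was at 0, only the other value was tested. TCONS_00008478, TCONS_00032796, TCONS_00032812 and TCONS_00021790 had 3352, 1725, 1283 and 992 fragments in DP and 0 in SH. TCONS_00019624 had 0 in DP and 2594 in SH. With their FPKM, these counts imply lengths above the longest new transcript of the paper, so they are in doubt. They are kept in the numbers given for recovered transcripts. The median was 12 fragments in DP, with quartiles of 9 and 19, and 10 fragments in SH, with quartiles of 3 and 15. In the library with more fragments, 214 transcripts had exactly 10 fragments, 937 had 10 to 19 and 5 had fewer than 10.

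**Figure D1:**
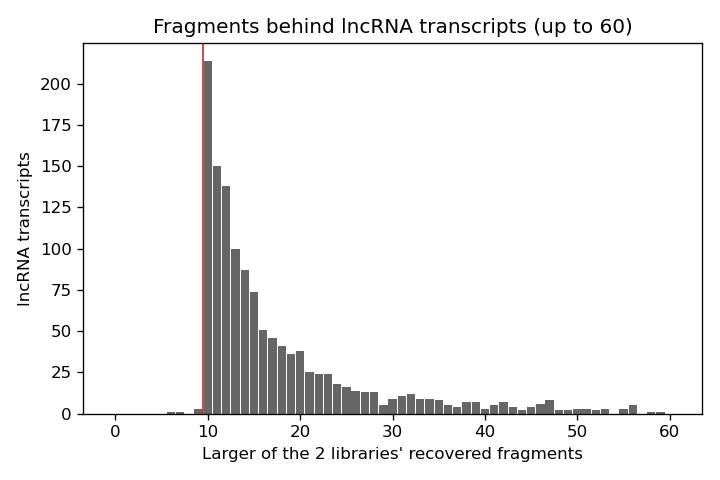
Number of lncRNA transcripts (vertical axis) by the larger of the numbers of fragments recovered in DP and SH (horizontal axis, up to 60), with a red line below 10 fragments. The numbers rise from 5 transcripts in all below the line to 214 transcripts at 10 fragments.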

Finally, a total of 1,520 transcripts (81.41%) were finally considered as high-confidence lncRNA (S7 Table). 

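Among the 1353 lncRNA transcripts with recovered fragments, 911 had an absolute log2 FPKM ratio of at least 1, of which 569 were lower and 342 higher in SH. At equal expression in the libraries, 187 were expected from the fragment totals alone. Among the 1348 transcripts that had at least 10 fragments in one library, 908 were past the criterion and 496 were expected when that minimum was taken into account. All 326 transcripts with 10 to 14 fragments in total were past the criterion, which the minimum of 10 in one library makes necessary at such totals, and 224 of them were lower and 102 higher in SH. The share past the criterion was 76.1% at 15 to 19 fragments, 56.4% at 20 to 29 and 43.4% at 30 to 59. It was 28.8% at 60 to 99 and 32.4% at 100 or more. The last share includes the transcripts whose counts are in doubt, and leaving them out lowers it, so no rise is shown. The shares among annotated genes with the same numbers of reads were 52.2%, 41.8%, 35.4%, 26.2% and 11.0%. At 15 to 19 fragments the minimum of 10 still left out some even splits, so the first pair is not a like comparison. Whether 1 unique read counts for as much as 1 recovered fragment is not known, so the other pairs may also differ in depth. With at least 60 fragments in total, 20 transcripts were lower and 21 higher in SH of 134. The lower ones include the doubtful TCONS_00008478, TCONS_00032796, TCONS_00032812 and TCONS_00021790, and the higher ones TCONS_00019624. The criterion and the exact binomial test on fragments were both met by 623 transcripts, 419 lower and 204 higher in SH. With the test computed given the minimum of 10 fragments, a setting chosen after the data were seen, this number was 388. These tests compare the 2 libraries and not the breeds. Over all 1520 transcripts, 205 of those past the criterion had an FPKM of 0.01 in one library.

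**Figure D2:**
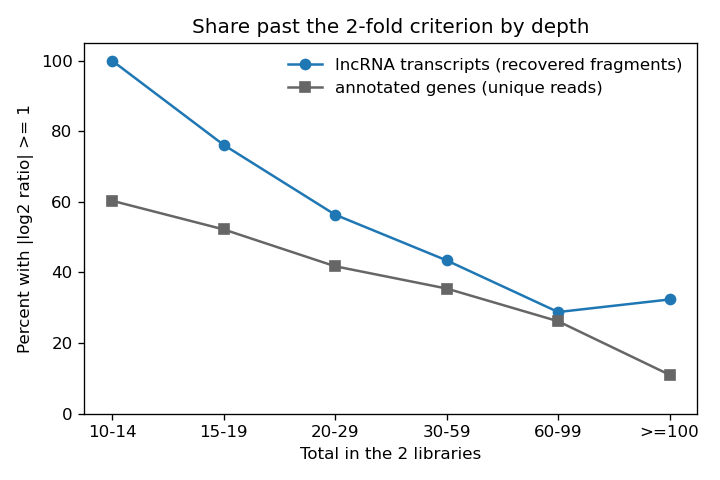
Percentage of lncRNA transcripts (circles) and annotated genes (squares) with an absolute log2 ratio of at least 1 (vertical axis), by the total of recovered fragments or unique reads in the 2 libraries (horizontal axis). The percentage of lncRNA transcripts falls from 100% at 10 to 14 fragments to 28.8% at 60 to 99 and is 32.4% at 100 or more. That of annotated genes falls from 60.3% at 10 to 14 reads to 11.0% at 100 or more. The 32.4% includes transcripts whose recovered counts are in doubt and is lower without them. Reads and fragments may not be equal units.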

A total of 1025 differentially expressed high-confidence lncRNA transcripts from 1020 loci were detected between DP and SH, while 651 were down-regulated and 374 were up-regulated in SH. Their distribution among the sheep chromosomes is described in (Fig 2).

To test the expression specificity of high-confidence lncRNA transcripts between species, a sequence similarity analysis was conducted. Based on the expressed sequence tag (EST) sequences of several species (human, mouse, rat, goat, cow and sheep), a total of 334 transcripts were specifically expressed in ruminants (S8 Table).

### Experimental validation of selected new transcripts

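The 1766 transcripts of S6 and S7 Table were ranked by the mean of the paper's FPKM in DP and SH, whose median was 56.2. The 20 transcripts with primers in S1 Table, 12 from S7 Table and 8 from S6 Table, ranked between 2 and 359, and 12 of them were within the first 100. Their mean FPKM lay between 133 (TCONS_00020706) and 30152 (TCONS_00004487). Fragments could be recovered for 8 of the lncRNA transcripts, and their totals in the 2 libraries ranged from 54 to 1817 fragments. The highest of these was TCONS_00016166, with 901 fragments in DP and 916 in SH, and the lowest TCONS_00017522, with 47 in DP and 7 in SH. The absolute log2 ratio was at least 1 in 7 of the 20 transcripts, 6 of them lower and 1 higher in SH.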

To confirm the accuracy of the identification result, 20 high expression transcripts were selected from different classification categories. Thus, the expression of the 20 transcripts was examined in various tissues using semi-qRT-PCR.

The exon structures of 20 selected transcripts were confirmed using the sequencing results of RT-PCR-amplified fragments (Fig 5). RNA expression profiling in a panel consisting of seven different sheep tissues revealed that 3 of the 20 transcripts are mainly expressed in skeletal muscle (Fig 5). Interestingly, all of the 3 specifically expressed transcripts were classified as lncRNA, with a detailed description of these 3 transcripts to follow.

**Fig 5:**
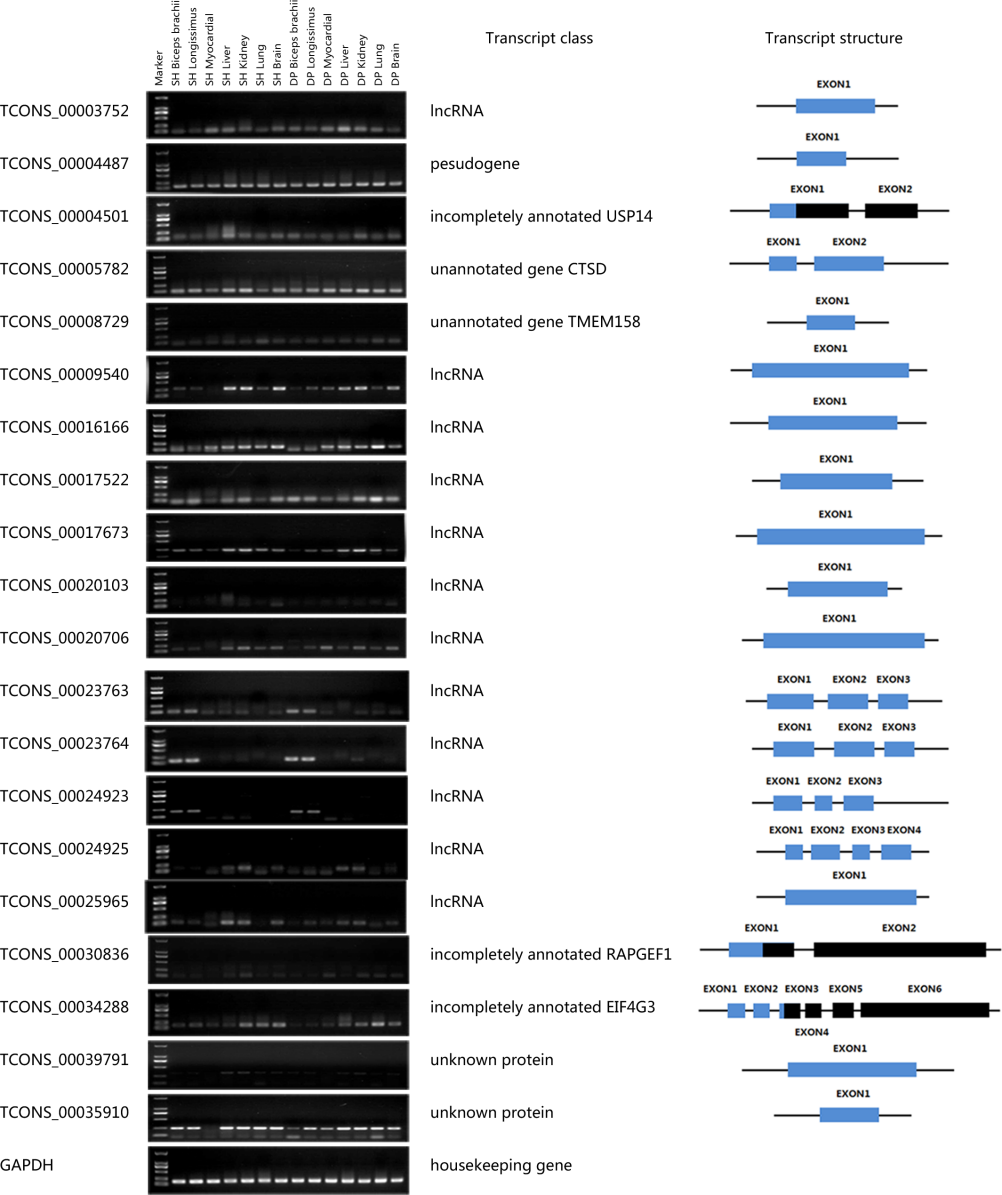
Tissue-specific expression patterns of selected new transcripts. Transcript structure is illustrated schematically: black boxes represent annotated exons (black framed: in silico predicted exons), blue boxes indicate novel exonic transcript information (blue framed box: untranslated exonic region) obtained in our study.

#### XLOC_013968

The locus XLOC_013968 (consist of transcript TCONS_00023763 and TCONS_00023764) was identified as a non-coding gene on chromosome 7 and was not yet annotated in the reference sheep genome. Both of these two transcripts present differential expression between small-tailed Han sheep and Dorper sheep biceps brachii (TCONS_00023763 FPKM: 1,200.72 vs. 6,082.89; TCONS_00023764 FPKM: 1,529.59 vs. 5,443.14). 

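The position that S7 Table gives for the transcripts of XLOC_013968 is chromosome 7 from 88751504 to 88770985 of the sheep genome v3.1, counted from 1. From the paper's FPKM, the log2 ratio of SH over DP was -2.34 for TCONS_00023763 and -1.83 for TCONS_00023764. With a pseudocount of 10 the log2 ratios were -2.33 and -1.82. Among the 1520 lncRNA transcripts, TCONS_00023763 had the rank 4 by FPKM in DP and 27 in SH, and TCONS_00023764 the rank 5 in DP and 22 in SH. Of the 41 lncRNA transcripts with an FPKM of at least 500 in both libraries, 9 had an absolute log2 ratio of at least 1, of which 6 were lower in SH. A bound on both libraries can leave out transcripts that changed, so this share may be too low. The 6 include TCONS_00023763 and TCONS_00023764. S7 Table gives their span of 19482 bp and not their transcript length, so fragments were not recovered for these 2 transcripts and the counting error of their ratios is not known. The open reading frame listed in S4 Table was 36 aa for TCONS_00023763 and 36 aa for TCONS_00023764. From the FPKM of the 2 libraries, the paper states that both transcripts are differentially expressed between the breeds.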

The coding capacity prediction based on the two databases showed non-coding results (TCONS_00023763 Uniprot: -0.96, nr: -0.98; TCONS_00023764 Uniprot: -0.95, nr: -0.95). Comparative sequence analysis based on the NCBI nt database detected high sequence similarity with predicted *Bos taurus* non-coding locus *LOC104973263* and predicted *Bubalus bubalis* non-coding locus *LOC102407273*. It is worth noting that we found no similar sequences in the comparison with the NCBI EST database, which may indicate that TCONS_00023763 and TCONS_00023764 are specifically expressed in ruminants.

#### TCONS_00024923

The transcript TCONS_00024923 was identified as an lncRNA on chromosome 6 and was not yet annotated in the reference sheep genome. This transcript presents differential expression between small-tailed Han sheep and Dorper sheep biceps brachii (FPKM: 1,455.78 vs. 3,118.28). 

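TCONS_00024923 belongs to the locus XLOC_014772, which S7 Table places on chromosome 6 from 42863800 to 42883499 of the same assembly. Its log2 ratio of SH over DP from the paper's FPKM was -1.10, and it had the rank 14 among lncRNA transcripts by FPKM in DP and 23 in SH. A second transcript of the locus, TCONS_00024925, had an FPKM of 978 in DP and 440 in SH, a log2 ratio of -1.15. The ratio of TCONS_00024923 is close to the limit of 1, and 625 of the 1520 lncRNA transcripts had a log2 ratio as low or lower. Many of the 1520 have few fragments, where large ratios are common. Of the 41 with an FPKM of at least 500 in both libraries, TCONS_00024923 included, 9 were past the limit and 6 of these were lower in SH. The 6 include TCONS_00024923, TCONS_00023763 and TCONS_00023764. A bound on both libraries leaves out changed transcripts such as TCONS_00024925, at 440 in SH, so 9 of 41 can understate the share. An FPKM bound is also not a bound on fragments. For neither transcript of the locus were fragments recovered.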

The coding capacity prediction based on the two databases showed a non-coding result (Uniprot: -0.96, nr: -0.62). Comparative sequence analysis based on the NCBI nt database detected high sequence similarity with predicted *Bos taurus* non-coding locus *LOC104972733*, predicted *Capra hircus* non-coding locus LOC106502188 and predicted *Bison bison bison* non-coding locus LOC104988555. We believe that transcript TCONS_00023763 is specifically expressed in ruminants, supported by the sequences of NCBI EST database. Furthermore, according to the result of expression profile (Fig 5), TCONS_00024923 might be specifically expressed in skeletal muscle tissue.

## Discussion

In our previous report, to understand the factors influencing muscle growth in sheep with different growth rates, Dorper and small-tailed Han sheep with the same age and different growth rates were selected as research subjects [15,16]. Information on differentially expressed genes, AS and cSNPs were reported after a detailed study, and new transcript units were also reported as part of our past studies [15,16]. However, without detailed annotation and classification, we could not conduct further study of the new transcripts. Moreover, due to the frequent updates of the sheep reference genome and gene annotation data, our past results have been unable to serve as a reference for further research. For these reasons, we decided to reanalyze the sequencing data based on the latest genome annotation to reveal the new transcripts.

Consistently with transcriptome-wide studies in other species [2,3,4,37], the results of our research have also revealed a large number of new transcripts. Ultimately, 40,129 unique primary muscle transcripts were assigned to the sheep genome. Among them, 3,467 transcripts (8.64%) were not annotated in the reference sheep genome, a slightly lower proportion than in our previous report [15,16] and in similar research on sheep skin [11]. This result is believed to be due to the continuous improvement of the genome information, the complementarity of known gene structure and the annotation of new gene loci. In addition, the new transcripts were distributed evenly among the chromosomes. These distribution characteristics indicate that the new transcripts are not a product of transcriptional noise.

Of the 3,467 new transcripts, a total of 246 have been clearly identified by comparative sequence analysis. Such results could be an effective supplement to reference genome annotation. It is worth noting that among the 246 identified transcripts, 11 protein-coding transcripts were determined to be unknown proteins because they did not match up with any functional annotated genes. This result indicates that there are still many proteins of unknown function that play roles in skeletal muscle growth. The functions of these unknown proteins require further study.

Our analysis identified a number of reliable potential lncRNAs. This dataset of 1,520 lncRNAs should be useful for sheep skeletal muscle regulation research or in the study of possible functional differences among sheep varieties. Interestingly, using the same method as Li and Eichten [3], we found no transcripts containing homologous sequences to miRNAs, even though miRNA precursors should be important components of putative lncRNAs [7,34]. This result might be due to the poor annotation level of sheep miRNA compared to other species, such as human and cow; that is, the total number of annotated sheep miRNAs (153) supported by miRBase is far less than the numbers in human (2,588) and cow (793). Using the same method as described above, a small amount of acceptable alignment results were detected during the comparison with human (18 hits) and cow (60 hits), which could be an evidence for our hypothesis. This result also means that a group of small RNA precursors should be included in our dataset of high confidence lncRNAs. Compared to protein-coding genes, lncRNAs are more likely to show interspecific specificity [38]. The recognition of lncRNAs with specific expression characteristics should be useful to help explain the regulation of gene expression and to improve the reference genome annotation. To the best of our knowledge, no transcriptome-wide lncRNA recognition had previously been executed in sheep skeletal muscle. Supported by EST data on several species, 334 lncRNA transcripts were specifically expressed in ruminants. Moreover, among them, 3 lncRNA transcripts were found to be specifically expressed in sheep skeletal muscle, which indicates they might play important roles in the regulatory processes of sheep skeletal muscle. Further research will be performed to confirm the specific functions of these transcripts.

A total of 2199 new transcripts were identified as differentially expressed transcripts, of which 1115 were eventually got the classification results. Compared to our previous report [16], these transcripts revealed the unknown portion of the difference between the two transcriptome, which greatly improved our understanding of the sheep skeletal muscle transcriptome complexity. However, only 90 of them received comparative sequence analysis result. As for the other 1025 differentially expressed transcripts which were classified as high-confidence lncRNA, it is still unable to confirm their physiological function. To identify the small RNA precursors and competitive endogenous RNA from high-confidence lncRNA, a sufficient credible sheep small RNA dataset should be greatly helpful, and this should also be the focus of our future research.

## Conclusions

In this study, a catalogue of new transcripts for sheep skeletal muscle was generated based on a whole-transcriptome RNAseq approach. A complex transcript pattern in sheep skeletal muscle, including protein-coding and non-coding RNA, was verified. A total of 3,467 transcripts were not annotated in the reference sheep genome and were defined as new transcripts. A total of 246 new transcripts were classified as portions of unannotated or incompletely annotated genes, and 1,520 transcripts were predicted with high confidence to be lncRNAs. Furthermore, our analysis revealed 334 new lncRNA transcripts that displayed specific expression in ruminants. The expression of 20 selected new transcripts was confirmed in several sheep tissues by RT-PCR, 3 lncRNA transcripts without intergenus homology but with specific expression in sheep skeletal muscle were also been discovered. The results suggest that new transcripts without annotations still occupied a considerable proportion of the sheep transcriptome. These novel transcripts should not be ignored in transcriptome and genomic studies, as they might play important roles in regulation. Collectively, our results complement the current sheep reference genome annotation and constitute a valuable resource for the identification of new transcripts underlying the muscle growth of sheep, which might aid future studies.

## Supporting Information

S1 Fig Transcriptome annotation level comparison. (A) Total reads mapping rate comparison. (B) Specifically expressed and co-expressed gene loci number comparison. (C) New transcript number comparison.
(TIF) Click here for additional data file.

S1 Table Primer sequences for RT-PCR. (XLS) Click here for additional data file.

S2 Table Unannotate new transcripts. (XLS) Click here for additional data file.

S3 Table Potential protein-coding transcripts. (XLSX) Click here for additional data file.

S4 Table Potential non-coding transcripts. (XLSX) Click here for additional data file.

S5 Table Potential unclear transcripts. (XLSX) Click here for additional data file.

S6 Table Comparative analytical result. (XLSX) Click here for additional data file.

S7 Table High confidence lncRNA. (XLSX) Click here for additional data file.

S8 Table Specifically expressed in ruminants. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

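Biceps brachii mRNA of 11-month-old ewes was sequenced in 1 Dorper library and 1 small-tailed Han library. For each library the authors deposited a table with 1 line per gene that had reads. Its count column holds the number of reads the authors mapped uniquely to the gene, without normalization, after they had removed reads with adaptors, with many unknown bases or of low quality. Its RPKM column holds the authors' counts divided by gene length and by the total of the column, and its coverage column holds the percentage of the gene that the authors' reads covered. The totals were 16656621 reads in Dorper and 20329585 in small-tailed Han. Recomputing the RPKM from the counts gave the deposited values with a relative difference of at most 7.03e-08. Gene lengths differed between the tables for 0 genes.

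The identifiers of the gene tables are cattle and human Ensembl protein identifiers and gene predictions, and 0 of them were found in the table of sheep gene names of the assembly ARS-UI_Ramb_v3.0. Genes are therefore given by identifier only, 313 of the identifiers carry a suffix for a further copy, and comparisons planned by gene name were not run. These were the comparison of the new transcripts with the genes they extend, the number of those genes that were detected, and the lists of marker genes.

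The expression of new transcripts was taken from the FPKM in the paper's supplementary tables, in which the authors replaced 0 by 0.01. Of S2 Table 766 of 3411 rows and of S4 Table 1999 of 2005 rows were used, and S3, S5, S6, S7 and S8 Table were used whole. Positions were written counted from 1. The number of fragments behind an FPKM was recovered from single-exon transcripts of S2 Table. The step and the length offset that make the FPKM whole multiples were fitted on transcripts of at least 500 bp with an FPKM under 150, with 549 transcripts in Dorper and 542 in small-tailed Han. The steps scale the FPKM to 370576 fragments in Dorper and 344104 in small-tailed Han. What these totals stand for was not found in the paper or its supplementary tables. The expected numbers and tests on recovered fragments rest on this scaling and were not rerun under another. A transcript of at least 300 bp was used where both values were whole within 0.1. A value of 0 passed, so where a library was at 0 only the other value was tested. S7 Table gives no exon numbers. Of 62 other transcripts in the S2 Table rows, whose span is not their length, 4 also passed as whole.

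A gene was counted as detected with a value above 0. The log2 ratio is small-tailed Han over Dorper, with 0 replaced by 0.01, and the criterion was the paper's absolute log2 ratio of at least 1. With 1 library per breed no test between breeds was made. Exact two-sided binomial tests on reads or fragments with Benjamini-Hochberg adjustment, at an adjusted p under 0.05, compare the 2 libraries only. The share expected in small-tailed Han at equal expression was taken from the read totals for genes and was 0.481 for recovered fragments. Expected numbers past the criterion at equal expression were summed from binomial distributions with each gene's or transcript's total. Intervals of log2 ratios are exact 95% binomial intervals and cover counting error only. The alternatives were set before the data were examined in the deposited gene tables, but after the supplementary tables had been read and the steps in the FPKM had been seen; those added later are named as such. The genes to be named were fixed at the same time, as those the paper names and those with the largest rises and falls among genes with an RPKM of at least 5 and at least 50 reads in both libraries, of which 2 of each are given.

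The calculations were tested on simulated data. The fragments of 703 of 703 simulated transcripts were recovered. Among 14290 simulated genes with counting error only, 200 of those with at least 100 reads in the 2 libraries together were changed 4-fold. The criterion and the test were met by 198 changed and 2 unchanged genes. Changes in genes with fewer reads were not simulated. Of 8177 simulated unchanged transcripts kept at a minimum of 10 fragments, 1472 were past the criterion, against 976 expected from the totals alone and 1420 with the minimum taken into account. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.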

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

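The tests below were chosen after the results were seen. The paper does not analyse the expression ratios of annotated genes. Among annotated genes with an RPKM of at least 5 and at least 50 reads in both libraries, the 2 with the largest fall and the 2 with the largest rise in small-tailed Han differ far beyond read counting. ENSBTAP00000011047-D2 had a log2 ratio of -7.44, with an RPKM of 1963 in Dorper and 11.3 in small-tailed Han. ENSBTAP00000051168 had a log2 ratio of -7.16, with an RPKM of 743 and 5.19. ENSP00000369111-D2 had a log2 ratio of 2.84, with an RPKM of 96.6 and 694, and ENSBTAP00000013079 one of 2.72, with an RPKM of 69.6 and 458.

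The 10 genes with the most reads take a larger share in small-tailed Han, yet the median log2 ratio of the 9640 genes with an RPKM of at least 1 in both libraries was -0.075, so the scaling to total reads does not move other genes by as much. Reads piled on a short stretch of a gene stay open. The lowest coverage of the 4 genes in either library was 82.6% of the gene length, but 138 reads in small-tailed Han already covered 99.3% of ENSBTAP00000011047-D2, so coverage would not show a pile of further reads. Another listed copy under the same identifier was found for 0 of the 4 genes, so no unique reads were counted on such a copy in either library. Reads that went in one library to a near-identical copy under another identifier cannot be told apart from a change of the gene. The same holds for reads that did not map uniquely. A difference between the breeds, between the animals sampled, or in the tissue taken also stays open and was not tested, since each breed has 1 library.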

How the results depend on the processing

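The numbers of annotated genes detected in Dorper, in small-tailed Han and in both libraries stayed within 1.5 times under each alternative, with lowest values of 10108, 10091 and 9640 genes at an RPKM of at least 1.

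The number of annotated genes with an absolute log2 ratio of at least 1, 4059 with 0 replaced by 0.01, was 972 with a pseudocount of 1, which shrinks the ratios of low genes by construction. It was 2555 among genes above 0 in both libraries and 1668 among genes with an RPKM of at least 1 in one library, where fewer genes were tested. With the exact binomial test on reads added it was 1915. A pseudocount of 0.1 gave 2996 and centring on the median 4014. More genes were lower than higher in small-tailed Han under each of these settings except centring on the median, which gave 1998 lower and 2016 higher.

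The number of lncRNA transcripts past the criterion, 1025 from the FPKM as published, lay between 820 and 1050 under both pseudocounts, the limit of 0.01 in both libraries, centring on the median and rescaling to the unique reads on genes. It was 623 with the exact binomial test on recovered fragments, 388 with that test given the minimum of 10 fragments, and 41 among the 134 transcripts with at least 60 recovered fragments in total, where fewer transcripts were tested. The last 2 settings and the rescaling were chosen after the data were seen. More transcripts were lower than higher in small-tailed Han in all of these except the last, with 20 lower and 21 higher. The numbers from recovered fragments include transcripts whose counts are in doubt, such as TCONS_00008478. The share of higher transcripts among those past the criterion was 36.5% as published, 44.6% after centring and 27.0% after rescaling, which are also shifts of every ratio by the same amount.

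The number of transcripts from the comparative sequence analysis past the criterion, 90 as published, lay between 78 and 90 under every alternative run. Of these, 57.8% were higher in small-tailed Han as published, 45.6% after centring on the median and 37.9% after rescaling, which was chosen after the data were seen. Both settings shift every log2 ratio by the same amount, which moves this share by construction. Counted by direction, 15 of 38 numbers of genes or transcripts under the alternatives moved by more than 1.5 times.

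The alternatives for the comparison of new transcripts with the genes they extend, for the number of those genes detected, and the lists of marker genes were not run. The gene identifiers were not found in the table of sheep gene names, and no table of cattle or human gene names was used. No paired analysis was possible because each breed has 1 library. Depth limits the ratios of lncRNA transcripts with few fragments, the median being 12 in Dorper and 10 in small-tailed Han over the recovered transcripts. It does not account for those with at least 100 fragments in total, of which 32.4% were past the criterion. Several of those past it had 0 fragments in one library, among them TCONS_00010968 with 181 in Dorper. They also include TCONS_00008478, TCONS_00032796, TCONS_00032812, TCONS_00021790 and TCONS_00019624, whose recovered counts are in doubt. Without these transcripts the share is lower than 32.4%.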

Differences from the paper's values

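The average FPKM of new transcripts over 160 bp per chromosome was computed from the 766 of 3411 S2 Table rows used here, which may lack transcripts of a chromosome. On chromosome 21 the average in small-tailed Han was 990, against the paper's about 1600 in Fig. 4, read by eye. On chromosome 23 the averages were 638 in Dorper and 862 in small-tailed Han, against the paper's about 68 and about 110 in Fig. 4, read by eye. None of the alternatives set before the data were examined applies to these averages. Without the transcript with the highest FPKM, TCONS_00004487, a setting chosen after seeing the values, the averages on chromosome 23 were 126 in Dorper and 198 in small-tailed Han.

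On chromosome 21, Fig. 4 shows a higher average in small-tailed Han than in Dorper, whereas the average from the rows used here was 1230 in Dorper. Without TCONS_00006231, a transcript of 171 bp, the averages were 507 in Dorper and 519 in small-tailed Han.

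The identifiers of the deposited gene tables are not those of the NCBI annotation that the paper names, so the numbers of genes and of gene loci are of different gene sets. The paper gives more gene loci for Dorper than for small-tailed Han, whereas 13488 genes had reads in Dorper and 13563 in small-tailed Han in the deposited tables. Dorper had more genes at an RPKM of at least 0.1 (12872 against 12805) and at an RPKM of at least 1 (10108 against 10091), and not at 10 reads or more (10974 against 11141). With the small-tailed Han reads thinned to the Dorper depth, a setting chosen after seeing the values, 13448 genes were expected in small-tailed Han.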

Other observations

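The tests below were chosen after the results were seen. More lncRNA transcripts were lower than higher in small-tailed Han, and the excess was found among transcripts with few fragments. The median log2 ratio was -1.21 for the 677 transcripts with fewer than 20 recovered fragments in total and 0.12 for the 134 with at least 60. The 134 include transcripts whose recovered counts are in doubt, such as TCONS_00008478. At totals of 30 or more the minimum of 10 fragments in one library no longer selects transcripts. There, the median of the 228 transcripts with 30 to 59 fragments was lower than that of those with at least 60 by a difference of -0.44, which lay at the 0.48 percentile among 10000 random splits of the same transcripts, a description of these libraries. A breed difference alike at all levels, or another scaling of the libraries, would leave no such difference. The random splits take the transcripts as independent of each other, which was not tested. TCONS_00010954, TCONS_00010955 and TCONS_00010956, with neighbouring identifiers, had 32, 34 and 35 fragments in Dorper and 0, 0 and 1 in small-tailed Han. If such transcripts belong together, the percentile is too extreme. Numbers of lower and higher transcripts carry the same limit. Whether low-level Dorper reads are in excess on annotated genes too stays open. Among annotated genes the same difference was 0.036, so it is not seen at 30 to 59 reads, but the pooled log2 ratio of reads scaled to the library totals was -0.17 over the 2701 annotated genes with 2 to 20 reads and 0.0053 over the 3271 with at least 1000. At least 10 fragments were reached in Dorper only by 634 transcripts and in small-tailed Han only by 340. The paper gives Dorper a higher percentage of reads on the genome, a lower percentage on reference genes and more assembled new transcripts. By its percentages, a larger share of Dorper reads fell outside reference genes. A candidate explanation is that more transcripts reached the minimum in Dorper for this reason. This cannot be told apart from a breed or animal difference in low-level transcripts, because each breed has 1 library.

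Most lncRNA transcripts were past the 2-fold criterion. Counting error together with the minimum of 10 fragments would give 496 of the 908 observed among transcripts with at least 10 fragments in one library, so these account for part of the number and not for all of it. What lies beyond may be variation between animals, library preparation or breed, which 1 library per breed does not separate. The paper does not state how many animals went into each library. Transcripts whose recovered counts are in doubt, such as TCONS_00008478, are also among the 908.

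In the S2 Table rows used here, 6 transcripts of at most 160 bp are listed, shorter than the length offset of 191.7 bp in Dorper. The lowest of their larger FPKM was 139072 and the highest 79232900, against a median of 73.0 for transcripts over 160 bp.

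Of the 246 transcripts in S6 Table, 15 are in S3 Table (coding), 131 in the S4 Table rows used here (non-coding) and 58 in S5 Table (unclear). The other 42 are in none of these rows, and all 42 are of the unannotated gene class. In S5 Table the headings are out of order with the values: in 1311 of 1311 rows the value under the first coding potential heading for the nr database is 3 times that under the heading for open reading frame length in bp, as frame lengths in bp and in amino acids would be. In S7 Table, 17 transcripts have a human miRBase entry and 60 a cattle entry.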
